# The bHLH Transcription Factor Hand Regulates the Expression of Genes Critical to Heart and Muscle Function in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0134204

**Published:** 2015-08-07

**Authors:** Benjamin Hallier, Julia Hoffmann, Thomas Roeder, Markus Tögel, Heiko Meyer, Achim Paululat

## Abstract

Hand proteins belong to the highly conserved family of basic Helix-Loop-Helix transcription factors and are critical to distinct developmental processes, including cardiogenesis and neurogenesis in vertebrates. In *Drosophila melanogaster* a single orthologous *hand* gene is expressed with absence of the respective protein causing semilethality during early larval instars. Surviving adult animals suffer from shortened lifespan associated with a disorganized myofibrillar structure being apparent in the dorsal vessel, the wing hearts and in midgut tissue. Based on these data, the major biological significance of Hand seems to be related to muscle development, maintenance or function; however, up to now the physiological basis for Hand functionality remains elusive. Thus, the identification of genes whose expression is, directly or indirectly, regulated by Hand has considerable relevance with respect to understanding its biological functionality in flies and vertebrates. Beneficially, *hand* mutants are viable and exhibit affected tissues, which renders *Drosophila* an ideal model to investigate up- or downregulated target genes by a comparative microarray approach focusing on the respective tissues from mutant specimens. Our present work reveals for the first time that *Drosophila* Hand regulates the expression of numerous genes of diverse physiological relevancy, including distinct factors required for proper muscle development and function such as Zasp52 or Msp-300. These results relate Hand activity to muscle integrity and functionality and may thus be highly beneficial to the evaluation of corresponding *hand* phenotypes.

## Introduction

Basic helix-loop-helix (bHLH) transcription factors are key regulators of numerous developmental processes including cardiovascular development, hematopoiesis, stem cell maintenance, neurogenesis and myogenesis (reviewed by [1]). Among the class II bHLH family, Hand proteins constitute a prominent class regulating, e.g., trophoblast development, limb bud outgrowth, branchial arch development or cardiogenesis [2–14]. In higher vertebrates, e.g. mouse or human, two paralogous *hand* genes (*hand1*, *hand2*) are present in the genome, with both being expressed in the lateral plate mesoderm, distinct neural crest cells and the developing heart. With respect to the latter tissue, expression of both genes is initially overlapping. Upon formation of a linear heart tube however, *hand1* expression becomes restricted to the developing left ventricle, while *hand2* is still expressed throughout the complete heart primordium. As soon as cardiac looping initiates, *hand2* expression becomes restricted to the heart region the right ventricle arises from [5, 15, 16]. Thus, the two paralogous *hand* genes in higher vertebrates may have evolved different tissue specific functionalities during cardiogenesis. A critical function of Hand in cardiogenesis was demonstrated by analyzing the phenotypes of loss of function mutations in mice where severe malformations of the heart were observed in animals lacking Hand activity [5, 6, 17]. For instance, mice being mutant for both, *hand1* and *hand2* are embryonic lethal and, among other cardiac defects, characterized by severe ventricular hypoplasia [18]. In addition, Natarahan and colleagues reported that *hand1* expression is almost absent in hearts of patients suffering from ischemic or dilated cardiomyopathy, whereas *hand2* expression remains unchanged [19].

In *Drosophila*, only a single Hand orthologue was discovered by extensive genome-wide searches for bHLH sequences [20]. Notably, Hand represents the only transcription factor identified so far that is expressed in all three major embryonic cell types that comprise the *Drosophila* circulatory system (cardioblasts, pericardial cells, and hematopoietic progenitors in the lymph gland). In addition to these cells, *Drosophila hand* is expressed in the circular visceral musculature and in distinct cells belonging to the central nervous system [21–25]. Despite its expression in the embryonic tissues mentioned above, Hand knock-out phenotypes manifest primarily in the dorsal vessel and the gut of adult animals, indicating an essential role of Hand in the remodeling of these tissues during metamorphosis rather than being required for proper determination and differentiation of the respective tissues during embryogenesis. Apparently, the phenotypes are mainly characterized by an abnormal arrangement of muscle fibers in the corresponding tissues [24]. This observation together with recent data that also describe severe disarrangements in muscle cells of *hand* mutant wing hearts [26] indicates that lack of Hand activity predominantly affects muscle structure or integrity.

Here we took advantage of the fact that the *Drosophila* genome carries only a single *hand* orthologue and that homozygous *hand* mutant individuals survive into adulthood at significant rates. Cardiogenesis initially proceeds normally in such animals, however, the mature heart displays several structural malformations including sarcomere defects, which may account, together with other phenotypes manifesting in gut morphogenesis and wing heart development, for a shortened lifespan and reduced fitness. The facts depicted above render *Drosophila* an ideal model to identify genes regulated by Hand, which may also promote a detailed understanding of *hand* functionality in vertebrates. For instance, downregulation of human *hand1* in cardiomyopathies, as observed by [19], may result in misregulation of yet unknown target genes in the heart and thereby lead to an age-dependent aggravation of cardiac pathologies.

Herein we present a genome wide microarray based approach to identify genes that are, directly or indirectly, regulated by Hand. As a result we identified several genes that exhibit a considerably up- or downregulated expression in *hand* mutant animals, compared to wild type. Due to the Hand knock-out phenotypes depicted above, in subsequent experiments we focused primarily on genes that are involved in muscle cell development, muscle structure maintenance or muscle physiology. With respect to genes matching these criteria we did quantitative real-time PCRs as well as quantitative Northern blots in order to validate the corresponding microarray data, thus minimizing the possibility of considering false positives. In sum, our data demonstrate for the first time that *Drosophila* Hand is regulating the expression of several muscle specific proteins and may thus be highly beneficial for understanding distinct *hand* null phenotypes described earlier. Furthermore, the catalogue of genes apparently regulated by Hand provides a solid basis for future investigations on the regulatory networks that are crucial to establishing heart and muscle architecture or functionality.

## Materials and Methods

### Fly strains

w1118 was used as wild type control. The *hand* ^*173*^ null mutant was kindly provided by Manfred Frasch [24].

### Heart preparations

For optimal growth conditions, wild type (w1118) and homozygous mutant (*hand* ^*173*^) flies were raised at low population density on standard medium at 22°C. Hearts were dissected from wandering 3^rd^ instar larvae since the corresponding animals represent a clearly defined developmental stage. In addition, *hand* ^*173*^ 3^rd^ instar larvae do neither exhibit increased lethality rates [23], nor any developmental delay (own observation), compared to wild type. By selecting such animals we minimize the possibility of analyzing dying animals, which may be characterized by a considerably altered transcript composition, compared to healthy specimen. Wandering 3^rd^ instar larvae were collected, transferred into a tea basket and anesthetized by incubating the larvae at 60°C for 15 seconds in a water bath. Such treatment induces stretching of the larvae with a relaxed muscle contraction state, which facilitates the subsequent heart preparation. All further dissections were carried out in PBS. Firstly, individual larvae were pinned upside down to sylgard plates with preparation needles. The most anterior and posterior portion of each larvae was removed with micro-scissors. Next, larvae were opened from the ventral side and all viscera were carefully removed to allow direct access to the heart. About 100 heart tubes including associated tissue (pericardial cells, alary muscles) from both genotypes were carefully extracted and directly collected in Trizol (Invitrogen—Life Technologies, Frankfurt, Germany) for subsequent RNA preparations.

### Microarray

Microarray analyses were essentially performed as described earlier [27, 28]. In brief, cDNA synthesis from RNA isolated from manually dissected larval hearts was performed with Prime Script RT (Takara, Saint-Germain-en-Laye, France) using the following primers: OdT T7 I (5’-GAG AGA GGA TCC AAG TAC TAA TAC GAC TCA CTA TAG GGA GAT TTT TTT TTT TTT TTT TTT TTT T G/A/C-3’) and CapFinder Sp6rG (5’-CAG CGG CCG CAG ATT TAG GTG ACA CTA TAG A rGrGrG-3’). cDNA was amplified with OdT T7 II (5’-GAG AGA GGA TCC AAG TAC TAA TAC GAC TCA CTA TAG G-3’), Adaptor Sp6rG (5’-GAC GCC TGC AGG CGA TGA ATT TAG G-3’) and LA Taq polymerase [29]. cDNA was transcribed with MEGAscript T7 including aminoallyl-UTP (Ambion—Life Technologies, Frankfurt, Germany) and subsequently labeled with Alexa Fluor 555 or 647 (Invitrogen—Life Technologies) for control or experimental sample, respectively. Samples were hybridized to *Drosophila* 14 k V2 DNA-microarrays (Canadian *Drosophila* Microarray Centre, Toronto, Canada) and scanned using a GenePix 4000B Microarray Scanner (Axon Instruments, Molecular Devices, Biberach, Germany). Data acquisition, normalization and analysis including hierarchical clustering were carried out with the programs GenePix 6.0 and Acuity 4.1 (Axon Instruments, Molecular Devices, Biberach, Germany). We performed two channel probe hybridizations with three technical replicates. Genes with a more than 1.33 fold increased transcript level in *hand* deficient samples, compared to matching controls in at least two out of three technical replicates, were scored as upregulated; those with a less than 0.67 fold relative transcript level in at least two out of three technical replicates were scored as downregulated. In order to minimize the impact of possible variations between individual specimens, wild type and mutant RNA, respectively, was extracted from a high number of dissected heart tubes (>100). The corresponding individual preparations were pooled according to their genotype and further analyzed as depicted above. 

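Log2 ratios of *hand* 173 over wild type were available on at least 2 of the 3 arrays for 2517 genes. The median SD of a gene's log2 ratio between its arrays was 0.79. It was 0.40 after the median of each array had been set to 0, so that much of the spread came from different levels of whole arrays. Across genes, Pearson's r was 0.77 between arrays 2 and 3 (1982 genes), 0.14 between arrays 1 and 3 (937 genes) and 0.09 between arrays 1 and 2 (530 genes). Genes are not independent replicates, and the arrays were hybridized with 1 pair of RNA pools. For comparison, limma was applied to the log2 ratios against 0 with the arrays taken as independent. At a Benjamini-Hochberg adjusted p threshold of 0.05, it scored 136 genes as lower and 8 genes as higher in *hand* 173. In this fit limma assigned all genes a common spread between arrays. The result for a gene thus depended on its mean and its number of values, not on its own spread. With each array centred on its median beforehand, a setting chosen after the values were seen, limma scored 148 genes as lower and 0 as higher. At an unadjusted p threshold of 0.05, it gave 453 genes lower and 71 higher on the centred arrays, against 299 and 38 with the values as deposited. Both fits cover the spread between arrays only, not the spread between animals or RNA pools.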

Due to the fact that 2–3 values per gene do not allow for a reliable statistical analysis we did not calculate p-values that would probably not reflect the real data situation. Instead of that we extracted the most relevant genes from these analyses and quantified their differential expression with alternative methods (see results).

The DNA-microarray experiments have been deposited in the GEO-database (accession number GSE64429).

### qRT-PCR

Total-RNA isolated from complete wandering stage 3rd instar larvae (RNeasy Mini Kit, Qiagen, Hilden, Germany) was treated with DNase I (Invitrogen—Life Technologies) according to the manufacturer’s instructions and used as a template for cDNA synthesis (SuperScript III Reverse Transcriptase, Invitrogen—Life Technologies). qRT-PCR was conducted according to standard protocols using DyNAmo ColorFlash SYBR Green qPCR Kit (Biozym, Hessisch Oldendorf, Germany) and an iCycler iQ Real-Time PCR System (Bio-Rad, Munich, Germany). Primer pairs were designed with QuantPrime [30] applying the presettings to consider only regions containing at least one intron and to accept splice variant hits. Data were evaluated as described in [31]. Genes with an at least 1.33 fold increased transcript level in *hand* deficient samples, compared to controls, were scored as upregulated, those with a less than 0.67 fold relative transcript level were scored as downregulated. Primers used are summarized in S2 Table. For each gene at least three biological replicates were performed.

### Northern blot and riboprobe synthesis

Northern blots were conducted as described [32] using total RNA (15μg per lane) isolated from complete wandering stage 3^rd^ instar larvae and a hybridization temperature of 66°C. Quantification of the relative band intensities in relation to the loading controls (ribosomal RNA) was done by densitometric analysis using a VersaDoc 4000 imaging system (Bio-Rad Laboratories, Hercules, CA, U.S.A.) and Quantity One software, version 4.6.9.

Templates for riboprobe synthesis were generated using the following primer pairs:

*kugelei*: atgaagattaaaaaatatgta (forward, FW), gacattctcaaaaatgggatc (reverse, RV); *msp-300*: gcgcgataaggagcaacaggt (FW), cctgttgctcggctaatgcgc (RV); *zasp52*: atggcccaaccacagctgctg (FW), gctgttgctgctgctatagtt (RV); *cubitus interruptus*: atggacgcctacgcgttacc (FW), agccttcaaacgtgcatttgt (RV); *hedgehog*: atggataaccacagctcagtg (FW), tcaatcgtggcgccagctctg (RV); *mef2*: atgggccgcaaaaaaattcaa (FW), ctatgtgcccaatccgcccga (RV)

Probes were synthesized by *in vitro* transcription using “DIG RNA labeling kit” (Roche, Mannheim, Germany). For each gene at least three biological replicates were performed.

## Results

### The expression of numerous genes is altered in hand mutant hearts

In previous studies it was shown that *Drosophila* Hand functions as a potent transcriptional activator [23] that is essential for proper morphogenesis of adult heart and midgut tissue [24] but also for wing heart differentiation [26]. However, the target genes of the transcription factor remained elusive up to now. In order to identify genes whose expression is regulated by Hand, we did genome wide microarrays using total RNA isolated from dissected 3^rd^ instar larval hearts of wild type as well as *hand* null animals (*hand* ^*173*^, [24]) and compared the expression levels of the complete set of genes in the respective genetic backgrounds. 

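The *hand* 173 line carries a null allele of *hand*, and w1118 served as wild type. RNA from more than 100 heart tubes per genotype was combined into 1 pool, amplified and hybridized to 3 spotted arrays. On each array the *hand* 173 RNA carried Alexa Fluor 647 and the wild type RNA carried Alexa Fluor 555, without a dye swap. The paper describes the arrays as technical replicates, whereas the sample labels use the abbreviation bR without spelling it out. The arrays were treated here as 3 measurements of 1 pair of RNA pools, so that the difference between the genotypes has no replicate check and the number of arrays limits the precision. The authors acquired and normalized the data with GenePix and Acuity and deposited 1 log2 ratio per gene and array. The paper's text does not name the normalization method, the filter on spots or the reason for empty cells. A positive value stands for a higher level in *hand* 173, a direction taken from the dyes and checked against the S1 Table.
The values cover 7498 genes, listed by CG or CR numbers. Array 1 held 1372 values, array 2 held 2650 and array 3 held 6459. Values on all 3 arrays were present for 466 genes, on 2 arrays for 2051 genes and on 1 array for 4981 genes. The median log2 ratio was 0.97 on array 1, 0.38 on array 2 and -0.56 on array 3, so the arrays did not share a common centre. On array 1, 77.6% of the values lay over the 1.33-fold threshold and 4.23% under the 0.67 threshold, while on array 3 the shares were 6.50% and 49.0%. Each value was used as the exponent of 2. Between 97.8% and 99.3% of the results of an array were ratios with 3 decimals multiplied by 1 factor. The tolerance was 0.02 around a whole number of thousandths. The factor was 0.933 on array 1, 0.931 on array 2 and 0.458 on array 3. The factors are determined up to a division by a whole number, and the largest that fitted was taken. With e or 10 as the base, at most 11.8% of the 400 values compared per array were whole, which settles the log base as 2.
The paper's rule was applied to the values as deposited. A gene was scored as upregulated with a ratio over 1.33 on at least 2 arrays and as downregulated with a ratio under 0.67 on at least 2 arrays. No significance test was used, and values were neither centred nor filled in. The *hand* gene (CG18144) had a value on array 3 only, a log2 ratio of -0.16 or a relative level of 0.897, which lies above the median of that array and did not pass the threshold. The paper's text does not say which part of the gene the allele lacks, so that the *hand* transcript gives no check of the genotypes. Symbols were taken from the RefSeq annotation of the Release 6 plus ISO1 MT assembly, in which 7085 of the 7498 numbers were found. The genome build behind the array is not named, and no coordinates are given.

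**Figure D1:**
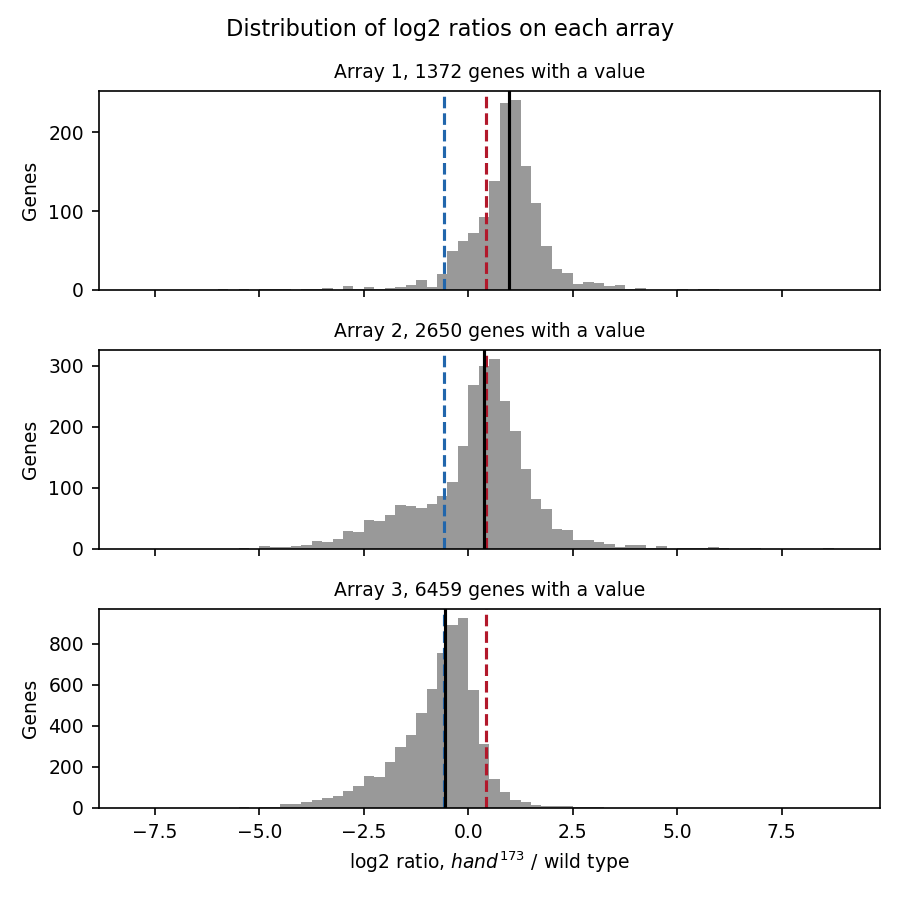
Distribution of the log2 ratios of *hand* 173 over wild type on each of the 3 arrays, as genes per bin against log2 ratio. The black line marks the array's median (0.97, 0.38 and -0.56), and the dashed lines mark the thresholds of 1.33 (red) and 0.67 (blue).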

In order to minimize the impact of variations between individual specimens, we extracted and pooled RNA from a high number of individual heart preparations instead of doing biological replicates with less hearts. Noteworthy, the semilethal phase of *hand* mutant animals is during 1^st^ and 2^nd^ larval instars with apparently no 3^rd^ larval instar lethality [24]. Thus, the possibility of analyzing dying animals that may exhibit an abnormal gene expression can be excluded. Isolated hearts were selected since they represent the major Hand expressing tissue in *Drosophila* [21]. 

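By the rule of at least 2 arrays, 516 genes were scored as downregulated and 244 genes as upregulated. Of the genes scored as downregulated, 491 passed the threshold on arrays 2 and 3 and not on array 1. A missing value counts here as not passing. Of all 501 genes under 0.67 on arrays 2 and 3, 209 had a value on array 1. Of the genes scored as upregulated, 169 passed it on arrays 1 and 2 and not on array 3. The number of downregulated genes moved most when all 3 arrays were required, which left 10 downregulated and 5 upregulated genes. With 1 array left out and both others required to pass, 501 genes were down and 39 up without array 1, 23 down and 41 up without array 2, and 12 down and 174 up without array 3.
Of the genes in the S1 Table, 543 were found among the values under the number given there. For 383 downregulated and 159 upregulated genes the values met the rule in the listed direction. The exception, CG1506 (*Ac3*), is named because of its values. It is listed as upregulated, and its log2 ratios were -0.10, -1.39 and -2.29. A further 132 genes scored as downregulated and 85 genes scored as upregulated are not in the S1 Table. Among genes past the threshold on all 3 arrays, the largest mean decreases were those of *Trhn* (CG9122), with a mean log2 ratio of -3.04 ± 1.67 (SD, n = 3 arrays), and *TTLL6A* (CG16716), with -3.03 ± 1.72. The largest mean increases were those of *Cnb* (CG5690), with 1.23 ± 0.31, and CG13723, with 1.21 ± 0.25. These SDs include the different levels of the arrays. In limma with the values as deposited and the arrays taken as independent, both of these decreases and neither of the increases passed the adjusted p threshold. That fit used a common spread for all genes, so that these SDs did not enter the result.

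**Figure D2:**
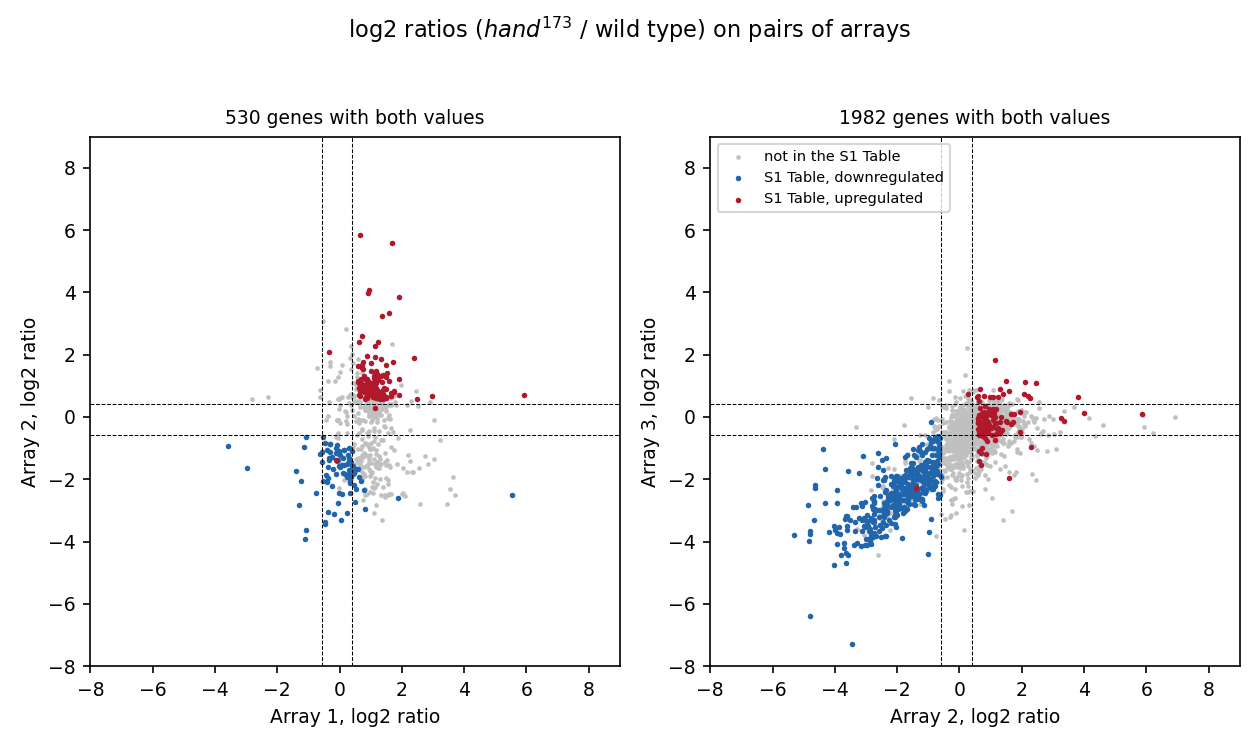
Log2 ratios of *hand* 173 over wild type on array 2 against array 1 (left, 530 genes) and on array 3 against array 2 (right, 1982 genes), 1 point per gene. Dashed lines mark the thresholds, and colours mark the genes that the S1 Table lists as downregulated (blue) or upregulated (red).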

As shown in Fig 1, analysis of the microarray data yielded 545 genes exhibiting an altered expression in *hand* ^*173*^ hearts, with 385 genes being downregulated in the mutant and 160 genes displaying an increased expression in the same line, compared to wild type. The fact that the number of downregulated genes exceeds that of activated genes by a factor of more than two indicates that Hand acts predominantly as a transcriptional activator rather than being a repressor in larval hearts. 

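Per upregulated gene, 2.11 genes were scored as downregulated. The exact 95% binomial interval of this quotient, which covers counting error with genes taken as independent, ran from 1.81 to 2.47. With each array centred on its median, 551 genes were down and 298 up, a quotient of 1.85. With the values as deposited, the quotient depended on which arrays entered, with 12.8 without array 1, 0.561 without array 2 and 0.0690 without array 3. The different levels of the arrays entered these quotients. On centred arrays, decreases outnumbered increases in each pair. They numbered 513 against 233 on arrays 2 and 3, 106 against 58 on arrays 1 and 3, and 82 against 19 on arrays 1 and 2. When the mean log2 ratio over the arrays had to pass the threshold, 666 genes were down and 674 up. With the factor of each array removed, a setting chosen after the values were seen, 414 genes were down and 1173 up. The medians of arrays 1, 2 and 3 then lay at 1.07, 0.48 and 0.57, all above 0, which favours increases by construction. Centring also changed which genes passed. Of the genes scored as downregulated, 480 were scored so again, and of those scored as upregulated, 94. From the larger number of downregulated genes, the paper reasons that Hand acts in larval hearts more as an activator of transcription than as a repressor.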

Noteworthy, the in principle capability of *Drosophila* Hand to act as a potent transcriptional activator has been shown previously, however, the respective study did not yield any *in vivo* target of the protein [23]. A functional classification of the protein products corresponding to the genes identified by the microarray revealed highly diverse physiological functions of the respective factors, with proteins involved in transcriptional regulation being most abundant (80 genes). 

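The categories are those of the S1 Table, which the paper assigned by hand, and the numbers count genes whose array values met the rule in the listed direction. Transcriptional regulation held 79 such genes, of which 51 were downregulated and 28 upregulated. Metabolism held 72 genes (53 down, 19 up) and signaling 52 genes (40 down, 12 up). Proteolysis held 29, solute transport 24, protein biosynthesis 21 and cytoskeletal interaction 20 genes. Cell cycle and vesicle transport each held 15 genes, cell-cell interaction 5 and the category of assorted other genes 210. Over all categories, 70.7% of these genes were downregulated. The share was 64.6% for transcriptional regulation, with an exact 95% binomial interval from 53.0% to 75.0%, and 76.9% for signaling, from 63.2% to 87.5%. Vesicle transport had the lowest share with 53.3%, from 26.6% to 78.7%. Each of these 3 intervals includes the share over all categories. With each array centred on its median, 44 of the downregulated and 9 of the upregulated genes of transcriptional regulation still met the rule. For metabolism 49 and 9 genes did, and for signaling 34 and 1. On centred arrays metabolism thus held more genes than transcriptional regulation, 58 against 53. Without array 3 it held fewer, 15 against 26, so that the order of these categories depended on the setting. Genes outside the S1 Table carry no category, so that no enrichment was tested.

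**Figure D3:**
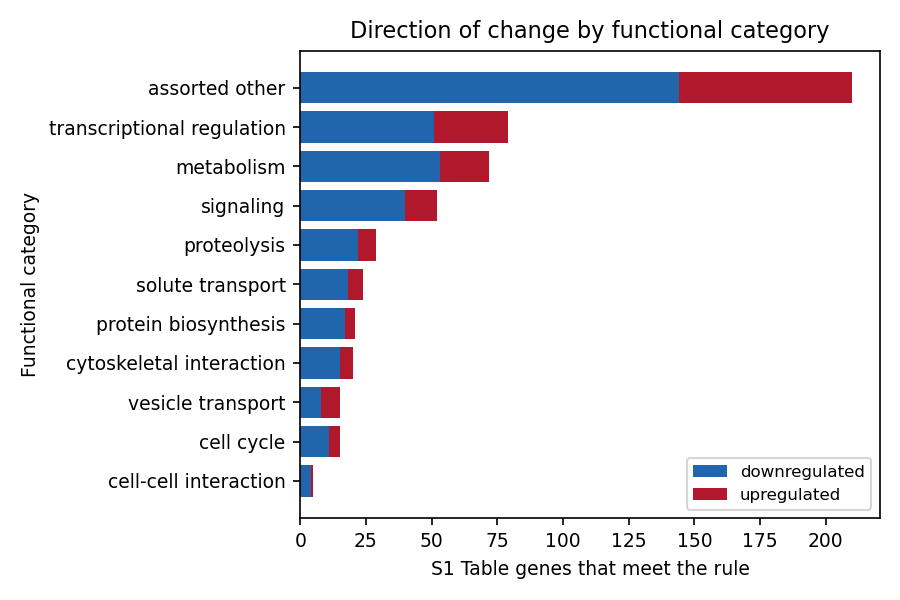
Number of S1 Table genes whose array values met the rule in the listed direction, by functional category, split into downregulated (blue) and upregulated (red) genes. The bars run from 5 genes for cell-cell interaction to 210 for assorted other.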

Consistent with a high demand for energy in heart tissue, genes participating in metabolism are also enriched (72). As a third prominent category, signaling factors are abound (53). Other noteworthy classes include genes with protein products being involved in proteolysis (29), solute transport (24), protein biosynthesis (21), and cytoskeletal interactions (19). The remaining functional categories comprise genes involved in the progression of the cell cycle (15), vesicle transport (15), and cell-to-cell interactions (5). A last category contains “assorted other” genes that are either of unknown function or do not fit into any of the former categories (212). Individual genes within each group are depicted in S1 Table.

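The S1 Table gives for each gene its functional category, CG or CR number, name and direction, without ratios. Of its genes found among the array values, 353 had values on 2 arrays and 190 on all 3. The genes listed as downregulated had a median relative level of 0.953 on array 1 (101 genes with a value), 0.288 on array 2 (371 genes) and 0.195 on array 3 (382 genes). The genes listed as upregulated had a median relative level of 2.21 on array 1 (146 genes), 1.97 on array 2 (139 genes) and 0.992 on array 3 (137 genes). Among the upregulated genes that met the rule, the second-highest ratio of a gene was never below 1.5. Among the downregulated genes, the second-lowest ratio of a gene was 0.662 or less.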

**Fig 1:**
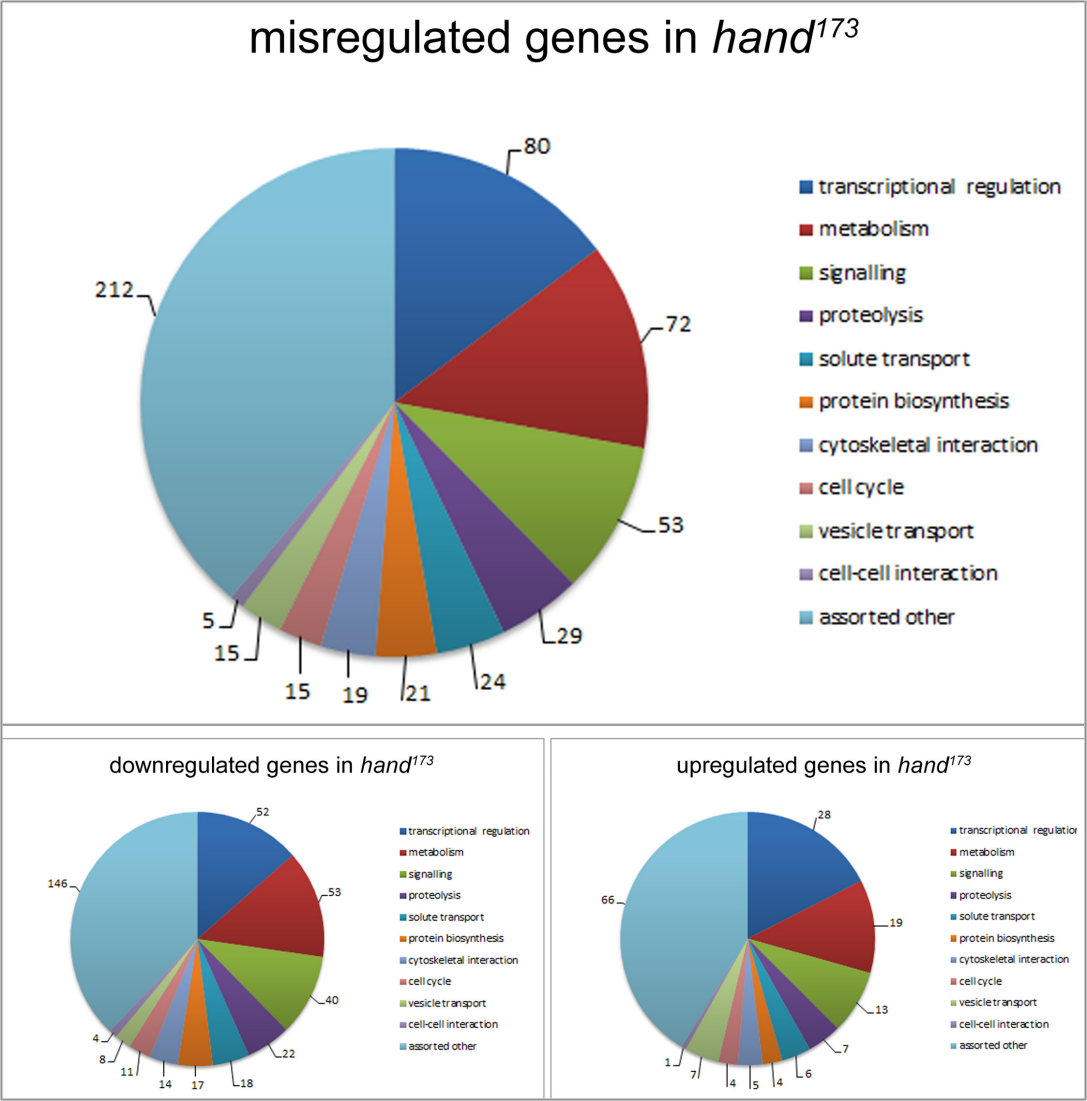
Functional classification of genes exhibiting deviant expression levels in *hand* ^*173*^ animals. *Drosophila* Hand is apparently involved in regulating the expression of 545 genes with 385 genes being downregulated in *hand* mutants (*hand* ^*173*^) and 160 genes displaying an increased expression in the same line, compared to wild type. Functional classification of the corresponding protein products was done manually utilizing data from NCBI (http://www.ncbi.nlm.nih.gov/) and Flybase (http://flybase.org/). Factors with yet unknown physiological functions are allocated to the category “assorted other”.

### Hand regulates the expression of genes critical to muscle and heart development or function

Despite the high number of misregulated genes in *hand* ^*173*^ animals (Fig 1), only mild phenotypes were observed in this line with the majority of them being related to impaired muscle and heart structure or integrity [24, 26]. Thus, the major biological significance of Hand is apparently related to muscle and heart development, maintenance or function. However, up to now the physiological basis for this functionality remained elusive. In order to analyze this issue in more detail we screened the microarray data for proteins that are known to be essential for these processes. In addition, we concentrated on genes that were confirmed to be expressed in pupal [33] or adult hearts [34] and on genes that were shown to be critical to heart functionality [35]. 

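Of the genes in Table 1, 41 could be read here, of which 39 are listed as downregulated and 2 as upregulated, and the values of all 41 met the rule in the listed direction. Since 1 row was not used here, no set test was made. The median over the 39 downregulated genes of the mean relative level was 0.325, with a range from 0.0559 to 1.48. The highest belonged to *msp-300* (CG18251), which was far above the threshold on array 1. Of the 39 genes, 37 lay under 0.67 on both array 2 and array 3. A value on array 1 was present for 20 of them, of which 2 lay under 0.67 and 2 over 1.33. The 2 under the threshold were *marf* (CG3869), with a log2 ratio of -1.16, and CG17820, with -2.88. None of the 18 downregulated genes with 3 values passed the threshold on all 3 arrays. The upregulated genes were glutamate dehydrogenase (CG5320), with log2 ratios of 1.41, 1.33 and -0.01, and *l(1)G0196* (CG14616), with 2.88 on array 1 and 0.87 on array 3. With each array centred on its median, all 41 genes still met the rule, whereas without array 2 only 2 did, and without array 3 only 2.

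**Figure D4:**
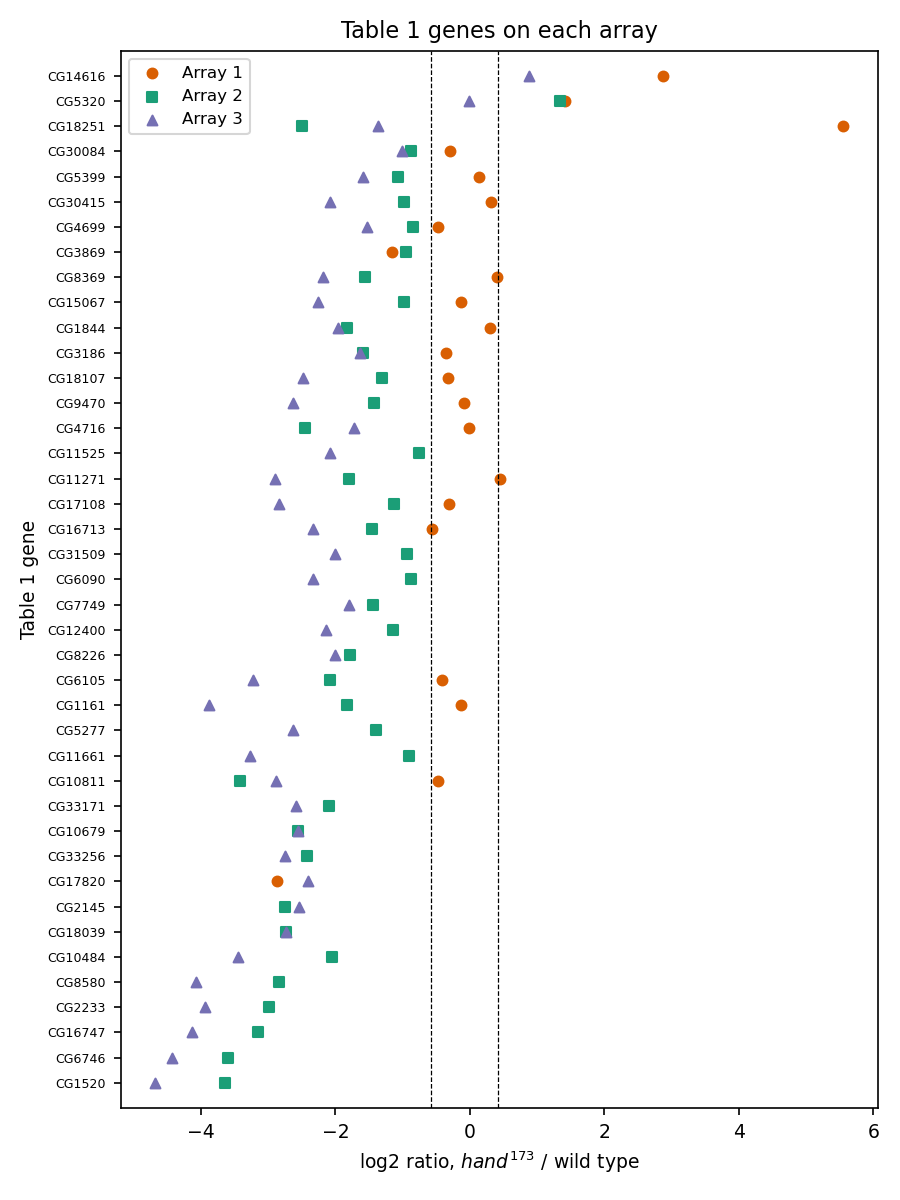
Log2 ratio of *hand* 173 over wild type on each array (symbols) for the 41 Table 1 genes that could be read, sorted by their mean. Dashed lines mark the thresholds, and 37 downregulated genes lie left of the lower one on both array 2 and array 3.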

By applying these parameters we narrowed down the number of potentially most relevant target genes to 42, with 2 of these genes being upregulated in *hand* ^*173*^ and 40 displaying a reduced expression in the same line, compared to wild type (Table 1).

**Table 1:** Preliminary selection of genes exhibiting deviant expression levels in *hand* ^*173*^ animals. By screening the microarray dataset for factors that are either significantly expressed in heart tissue or involved in muscle or heart development, maintenance or function, we identified 42 genes of potentially high physiological relevance. While 2 of these genes are upregulated in *hand* ^*173*^, 40 display a reduced expression in the same line, compared to wild type. Functional classification of the corresponding protein products was done manually utilizing data from NCBI (http://www.ncbi.nlm.nih.gov/) and Flybase (http://flybase.org/). Factors with yet unknown physiological functions are allocated to the category “assorted other”.

#	gene	name	expression in *hand* ^*173*^	functional category	#	gene	name	expression in *hand* ^*173*^	functional category
1	CG1161	*-*	down	assorted other	22	CG10679	*nedd8*	down	proteolysis
2	CG1520	*wasp*	down	cytoskeletal interaction	23	CG10811	*eukaryotic translation initiation factor 4G*	down	cell cycle
3	CG1844	*selenoprotein G*	down	assorted other	24	CG11271	*ribosomal protein S12*	down	protein biosynthesis
4	CG2145	*-*	down	proteolysis	25	CG11525	*cyclin G*	down	cell cycle
5	CG2233	*-*	down	assorted other	26	CG11661	*neural conserved at 73EF*	down	metabolism
6	CG3186	*eIF-5A*	down	protein biosynthesis	27	CG12400	*NADH dehydrogenase (ubiquinone) B14*.*5 B subunit*	down	metabolism
7	CG3869	*mitochondrial assembly regulatory factor*	down	signaling	28	CG14035	*msp-300*	down	cytoskeletal interaction
8	CG4699	*waharan*	down	cell cycle	29	CG14616	*lethal (1) G0196*	up	metabolism
9	CG4716	*methylenetetrahydrofolate dehydrogenase [NAD(P)+] activity*	down	metabolism	30	CG15067	*-*	down	assorted other
10	CG5277	*intronic protein 259*	down	assorted other	31	CG16713	*-*	down	proteolysis
11	CG5320	*glutamate dehydrogenase*	up	metabolism	32	CG16747	*ornithine decarboxylase antizyme*	down	metabolism
12	CG5399	*-*	down	assorted other	33	CG17108	*-*	down	assorted other
13	CG6090	*ribosomal protein L34a*	down	protein biosynthesis	34		* *		
14	CG6105	*-*	down	metabolism	35	CG17820	*female-specific independent of transformer*	down	assorted other
15	CG6746	*-*	down	signaling	36	CG18039	*kaiRIA*	down	signaling
16	CG7749	*kugelei*	down	cytoskeletal interaction	37	CG18107	*-*	down	assorted other
17	CG8226	*translocase of outer membrane 7*	down	solute transport	38	CG30084	*zasp52*	down	cytoskeletal interaction
18	CG8369	*-*	down	assorted other	39	CG30415	*-*	down	assorted other
19	CG8580	*akirin*	down	transcriptional regulation	40	CG31509	*turandot A*	down	assorted other
20	CG9470	*metallothionein A*	down	metabolism	41	CG33171	*multiplexin*	down	cytoskeletal interaction
21	CG10484	*regulatory particle non-ATPase 3*	down	proteolysis	42	CG33256	*limpet*	down	transcriptional regulation

In order to validate the corresponding microarray data we re-analyzed the expression levels of the selected 42 genes by quantitative real time-PCR (qRT-PCR). To monitor the overall changes in gene expression, irrespective of a possible isoform specific regulation, primers detecting multiple splice variants were generated. The corresponding sequences are depicted in S2 Table. In individual cases, the qRT-PCR data were further validated by Northern blot analyses (see below). Due to the fact that especially the latter technique requires high amounts of RNA, we isolated total RNA from complete 3^rd^ instar larvae instead of extracting it from dissected heart tissue. Since, in addition to the heart, only few other tissues are expressing Hand [21], we consider the comparability of these data with the microarray derived results as being acceptable. Furthermore, by isolating RNA from complete 3^rd^ instar larvae, we minimize the possibility of systemic errors that may arise in the course of nucleotide amplification, which was a mandatory experimental step in order to obtain sufficient sample from heart tissue to conduct the microarrays (see materials and methods). By applying the corresponding non-amplified cDNA preparations in qRT-PCR analyses, we confirmed the microarray results with respect to 13 genes (Table 2), while 25 genes showed expression aberrations that were either below the minimal threshold for provisional acceptance or not congruent with the microarray data. The expression of four additional genes, *akirin*, *kugelei*, *multiplexin*, and *zasp52*, respectively, did not exhibit a statistically significant deviation in *hand* ^*173*^ animals. However, due to the high functional relevance of the corresponding protein products to muscle functionality [36–39], as well as to address the discrepancy between microarray and qRT-PCR data, we decided to list the respective genes in Table 2 and re-analyze their expression in *hand* ^*173*^ animals by applying Northern blot as a third method. This methodology is considered highly convenient for this issue since it provides a direct relative comparison of transcript abundance between the individual samples. As a positive control we also re-analyzed the expression of *msp-300* in wild type as well as *hand* mutant animals. As depicted in Fig 2, the comparative Northern blots proved a significant misregulation of all corresponding genes in *hand* mutant animals, thus confirming the microarray data and validating a Hand dependent expression of the respective factors: while *akirin* displays an expression that is reduced by 40.5% in the *hand* mutant, the expression of *kugelei* is lowered by 57.5%, that of *msp-300* by 65% and that of *multiplexin* by 28.5%, respectively. With regard to *zasp52*, two major transcripts are detected by the applied riboprobes with the larger one being downregulated by 44.8% in the *hand* mutant and the smaller one being upregulated by 34.9%. The latter result indicates a splice variant specific regulation of the corresponding gene, which has already been described [40] and which may account for the inconsistent qRT-PCR result that presumably reflects the simultaneous up- as well as downregulation of individual splice variants. Since the primers applied in the respective qRT-PCR analyses are specific to 11 (C, F, I, K, L, M, R, S, T, U, W) of the 18 predicted *zasp52* splice variants (http://flybase.org), the individual changes in expression of these 11 transcripts may compensate for each other, thus resulting in an overall insignificant change in expression as determined by qRT-PCR (Table 2). By discriminating between individual splice variants the Northern blot data depicted in Fig 2 clearly confirm a Hand dependent expression of *zasp52*. Based on the apparent molecular masses of the detected transcripts, the larger one consists of about 4.7 kilobases, while the smaller one comprises about 3.1 kilobases (S1 Fig).

**Fig 2:**
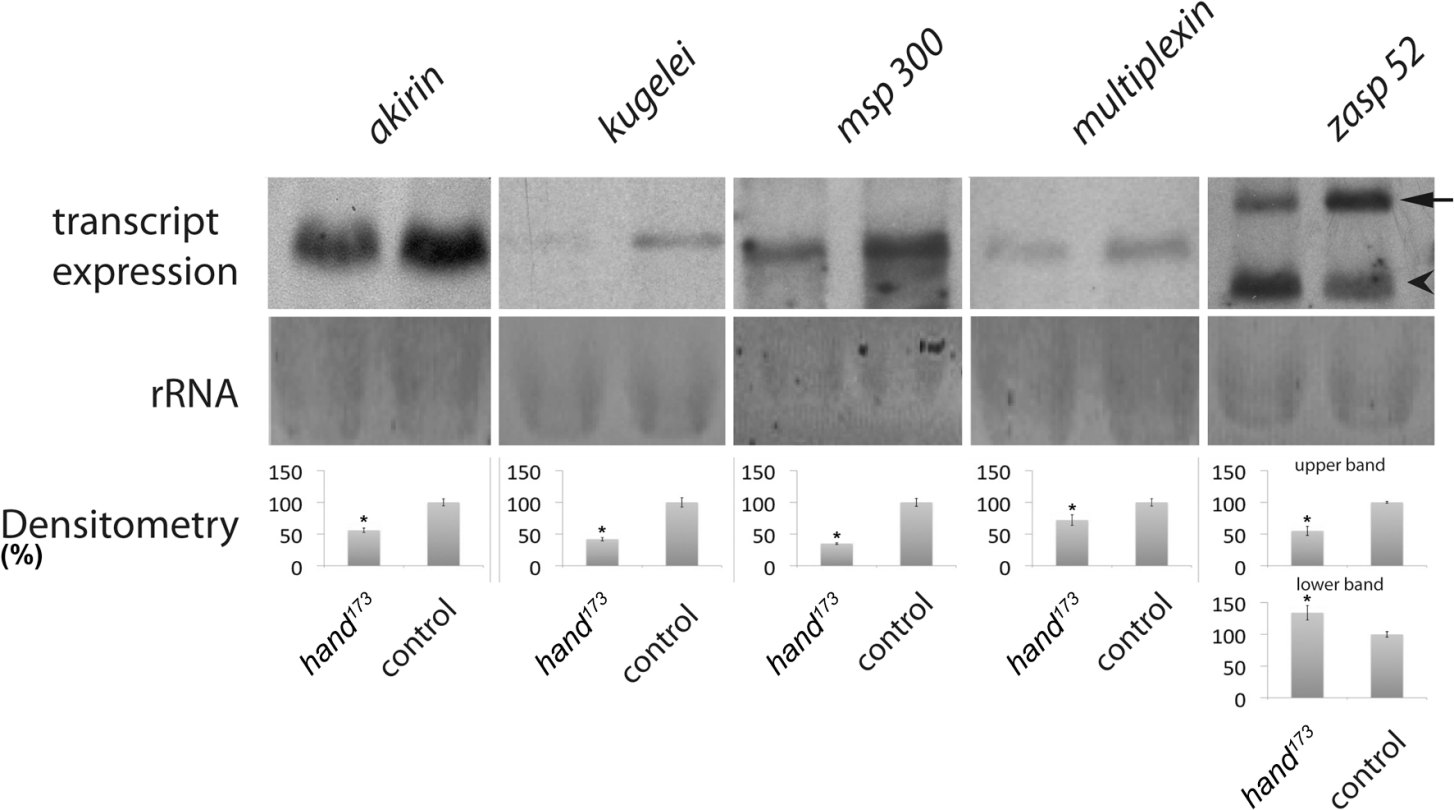
Relative expression of selected genes in hand mutant animals, compared to wild type. Expression levels were assessed by Northern blot. Statistically relevant deviations are evident with respect to all genes tested. While *akirin* displays an expression that is reduced by 40.5% in the *hand* mutant (*hand* ^*173*^), the expression of *kugelei* is lowered by 57.5%, that of *msp-300* by 65% and that of *multiplexin* by 28.5%, respectively. With regard to *zasp52*, two major transcripts are detected by the applied riboprobes with the larger one (arrow) being downregulated by 44.8% in the *hand* mutant and the smaller one (arrowhead) being upregulated by 34.9% in the same line. Bars represent mean values + SD of at least three independent experiments. Asterisks indicate statistical significance (Student´s *t*-test *P*<0.05). Quantification of the relative band intensities in relation to the loading controls (ribosomal RNA, rRNA) was done by densitometric analysis.

**Table 2:** Genes exhibiting deviant expression levels in *hand* ^*173*^ animals, as confirmed by qRT-PCR. Genes listed are either expressed in heart tissue or involved in muscle and heart development, maintenance or function. Deviating expression of the particular genes in *hand* ^*173*^ animals is depicted in percent (%) relative to the respective expression in wild type specimen, which was set to 100%. Statistically significant deviations are indicated (* *P*<0.05; ** *P*<0.01, Student´s *t*-test). Functional classification of the corresponding protein products was done manually utilizing data from NCBI (http://www.ncbi.nlm.nih.gov/) and Flybase (http://flybase.org/). Values represent means of at least three independent qRT-PCR experiments.

#	gene	name	expression in *hand* ^*173*^ [%]	function / biological process
1	CG10484	*regulatory particle non-ATPase 3*	-38	protein degradation
2	CG11661	*neural conserved at 73EF*	-74,2	tricarboxylic acid cycle
3	CG12400	*NADH dehydrogenase (ubiquinone) B14*.*5 B subunit*	-51,9	mitochondrial electron transport
4	CG14035	*muscle-specific protein 300 (msp-300)*	-77	cellular component organization
5	CG15067	*-*	-73,5	neurogenesis
6	CG16747	*ornithine decarboxy-lase antizyme*	-42,6	cell differentiation
7	CG17108	*-*	-68	unknown
8	CG18107	*-*	-51	unknown
9	CG2145	*-*	-65,6	peptide degradation
10	CG2233	*-*	-69,2	unknown
11	CG30084	*zasp52*	-51	muscle structure development
12	CG30415	*-*	-53,9	unknown
13	CG33171	*multiplexin*	-33	cell adhesion
14	CG3869	*mitochondrial assembly regulatory factor (marf)*	-55,1	mitochondrion organization
15	CG7749	*kugelei*	-61	cellular component organization
16	CG8580	*akirin*	-33	muscle attachment / muscle development
17	CG9470	*metallothionein A*	-67	metal ion homeostasis

### Hand activity is evolutionarily conserved

In order to evaluate a possible evolutionary conservation of Hand activity, in addition to the genes described above we also analyzed the Hand dependent expression of *Drosophila* genes whose vertebrate homologs had previously been identified as Hand targets. Genes tested were *hedgehog*, *cubitus interruptus* and *mef2*, with the former two factors being regulated by vertebrate Hand at the transcriptional level [41, 42] and the latter one being activated at the posttranslational level [43]. The respective genes were selected independently of their microarray derived expression levels. As a result of comparative Northern blot analyses we found that all genes exhibit significantly deviant expression levels in the *hand* mutant: while *mef2* and *hedgehog* displayed an increased expression of 40.6% and 19.8%, respectively, the expression of *cubitus interruptus* was decreased by 19.8% in *hand* ^*173*^ animals, thus confirming a Hand dependent expression of all selected genes (Fig 3).

**Fig 3:**
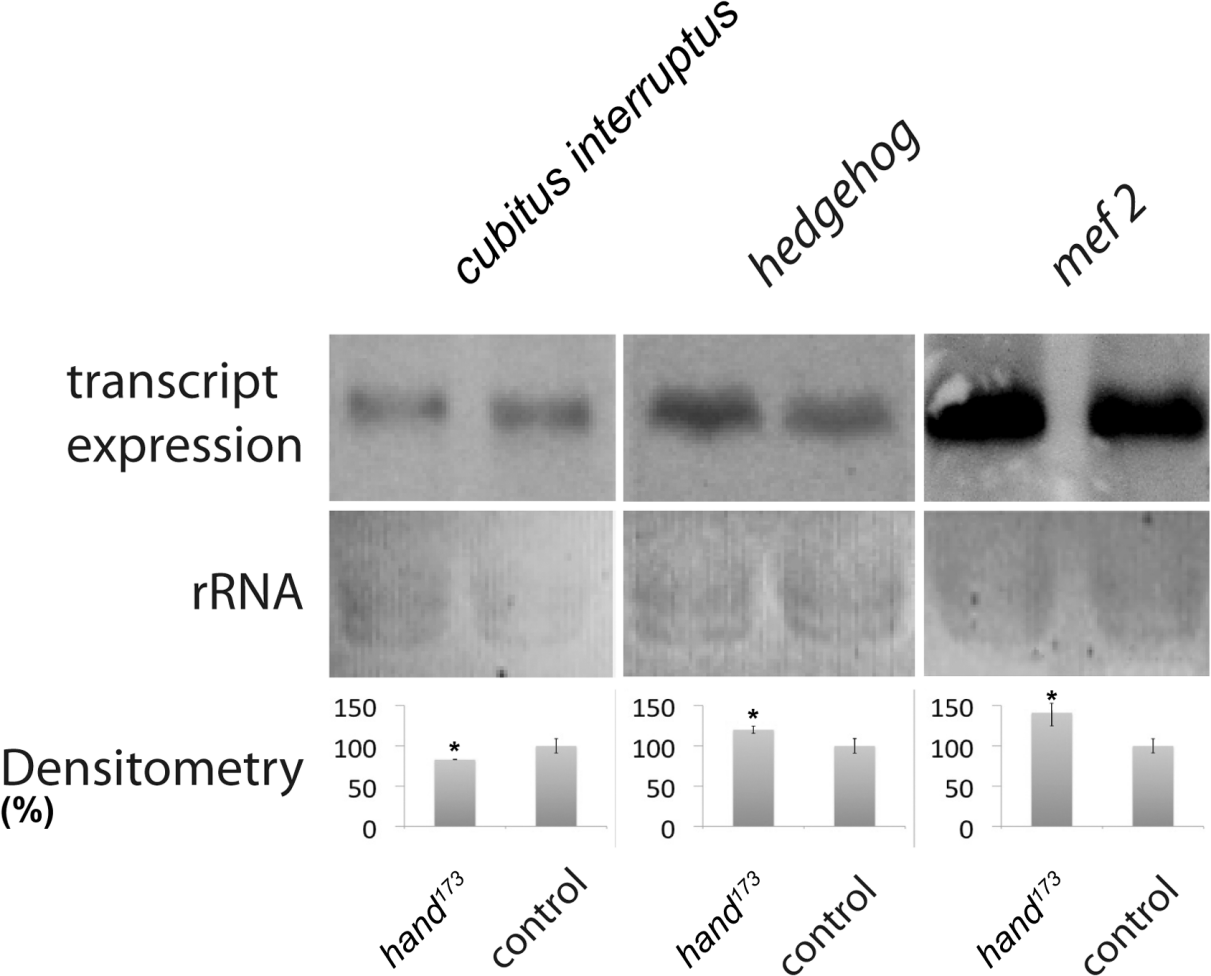
Relative expression of *Drosophila* homologs of selected vertebrate Hand target genes in *hand* mutant *Drosophila*, compared to wild type. Expression levels were assessed by Northern blot. Statistically relevant deviations are evident with respect to all genes tested. While *mef2* and *hedgehog* display an increased expression of 40.6% and 19.8% in *hand* ^*173*^ animals, respectively, the expression of *cubitus interruptus* is decreased by 19.8% in the same line. Bars represent mean values ± SD of at least three independent experiments. Asterisks indicate statistical significance (Student´s *t*-test *P*<0.05). Quantification of the relative band intensities in relation to the loading controls (ribosomal RNA, rRNA) was done by densitometric analysis.

## Discussion

### Hand regulates the expression of numerous genes

Despite the fact that from embryogenesis to adulthood Hand is substantially expressed in all cells constituting the heart, animals lacking Hand expression do not exhibit any morphological abnormalities in the dorsal vessel at embryonic or larval stages. As previously shown, distinct phenotypes become apparent only later in development with adult *hand* ^*173*^ flies exhibiting severe malformations, such as disorganized myofibrils in heart and midgut tissue and a significantly reduced systolic and diastolic diameter of the heart lumen [24]. Nevertheless, the early expression of Hand in heart cells that is maintained during larval life indicates that Hand is of functional importance already in these stages of *Drosophila* development. In this context, a possible function could be the fine regulation of gene expression in the respective tissue rather than being a major transcriptional activator / repressor of factors that are essential for cardiac integrity and survival. To analyze this indication in more detail, we aimed to identify Hand target genes by making use of a microarray based approach that allowed us to examine alterations in gene expression in a genome-wide manner. As a result, we identified 545 genes that exhibited altered expression levels in a *hand* mutant background and that may thus represent target genes of Hand. Based on these data we assume that Hand is part of a gene regulatory network that comprises numerous transcription factors, which, in addition to regulating the expression of different downstream genes, control their individual expression in a mutual manner. This assumption is supported by the result that a considerable share of the identified Hand targets is apparently involved in transcriptional regulation (80 of 545, Fig 1, S1 Fig).

One key feature of bHLH proteins represents their intrinsic ability to form homo- and heterodimers with other bHLH proteins, which eventually results in a highly heterogeneous mixture of activators or repressors in different cell types. As shown previously, Hand forms heterodimers with, e.g., class I bHLH proteins such as Daughterless (Da), class II bHLH proteins such as Twist or Nautilus [26, 44–46] or class-O transcription factors such as Hey [26]. Since *hand* null mutants display only mild phenotypes that do not result in embryonic lethality, we argue that Hand acts most likely as a tissue specific modulator of transcriptional activities rather than being a key regulator such as Twist or Da. This presumption is further supported by the fact that none of the putative Hand targets identified in this study exhibited a complete knock-out as a result of Hand deprivation. 

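Over the 383 S1 Table downregulated genes found among the array values, the median of the mean relative level in *hand* 173 hearts was 26.7% of wild type, with quartiles of 15.9% and 39.3%. The genes were listed for low ratios on these same arrays, so that low levels follow in part from the choice. The mean level was under 10% for 42 genes, under 25% for 170 genes and over 50% for 35 genes. The lowest mean level, 2.08%, was that of *megalin* (CG12139), with 3.63% on array 2 and 1.19% on array 3. The lowest single value was that of CG13869, with 0.642% on array 3 and 9.13% on array 2. Both genes lacked a value on array 1 and are named because of their values. A log ratio has no zero level, and signals near the background limit how low a ratio can be measured. The background of the spots was not analysed here, so that these levels are not told apart from the detection limit. Over the alternatives with log2 values, the median level ran from 23.8% without array 1 to 40.4% with the factor of each array removed, a setting chosen after the values were seen. It was 27.8% with each array centred on its median, 35.4% without array 3 and 38.8% for genes with 3 values. The paper argues from the mild phenotypes of *hand* null mutants that Hand most likely modulates transcription in certain tissues, and gives the remaining expression as a further argument.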

In any case a considerable residual expression remained, which is different compared to master transcription factors such as Twist, whose binding to a *cis*-regulatory module represents a prerequisite to activate expression of a large percentage of its target genes [47]. This disparity indicates that, unlike Twist, Hand modulates expression of its targets in a rather subtle manner.

### Hand regulates the expression of genes that are critical to heart and muscle function

The most prominent phenotype in *hand* null mutants is a disorganized myofibrillar architecture being apparent in the dorsal vessel [24] and in wing heart muscles [26]. In the heart, the myofilaments are normally organized in a helical fashion, which allows the heart lumen to narrow upon contraction. This provides the driving force for hemolymph flow from the posterior heart chamber towards the anterior aorta portion of the heart. In *hand* null mutants the orientation of myofibers is disturbed, which likely accounts for the observed reduced systolic and diastolic diameter and abnormal heart beating [24]. Similarly, myofibrillar organization defects were found in muscle cells of the wing hearts of *hand* mutants [26]. Based on these observations, we expected Hand to be involved in regulating the expression of genes encoding proteins essential to sarcomere assembly or myofilament differentiation in general. Congruously, we found *akirin*, *kugelei*, *msp-300*, *multiplexin*, and *zasp52*, all of which known to be crucial to muscle architecture or function, being downregulated in *hand* mutant animals. 

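The microarray values of these genes came mainly from arrays 2 and 3. *akirin* (CG8580) had log2 ratios of -2.84 and -4.07, a mean of -3.45 ± 0.87 (SD, n = 2 arrays), or a relative level of 0.0912. *multiplexin* (CG33171) had -2.10 and -2.59, a mean of -2.34 ± 0.35, and *kugelei* (CG7749) had -1.44 and -1.80, a mean of -1.62 ± 0.26. For these 3 genes array 1 held no value, so that each SD rests on 2 arrays. In limma with the values as deposited, *akirin* passed the adjusted p threshold of 0.05, and *multiplexin* and *kugelei* did not. That fit used a common spread for all genes, with a standard error of 0.803 for 2 values and 0.656 for 3. It therefore ranked the genes by their means and did not use the SD of each gene. In limma on centred arrays, *akirin* and *multiplexin* passed it and *kugelei* did not. In neither fit did *zasp52* or *msp-300* pass it. *zasp52* (CG30084) had -0.30 on array 1, which did not pass the threshold, -0.87 on array 2 and -1.01 on array 3, a mean of -0.73 ± 0.38 (SD, n = 3 arrays). *msp-300*, found under CG18251, had -2.49 on array 2 and -1.37 on array 3 but 5.55 on array 1, above 99.9% of the values of that array. Its mean was 0.56 ± 4.36, so that the direction of the mean cannot be told from the spread, and without array 1 it was -1.93. The numbers CG31649 and CG31916, which the RefSeq annotation also assigns to *Msp300*, had values on array 3 only, with log2 ratios of -0.09 and -0.67.

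**Figure D5:**
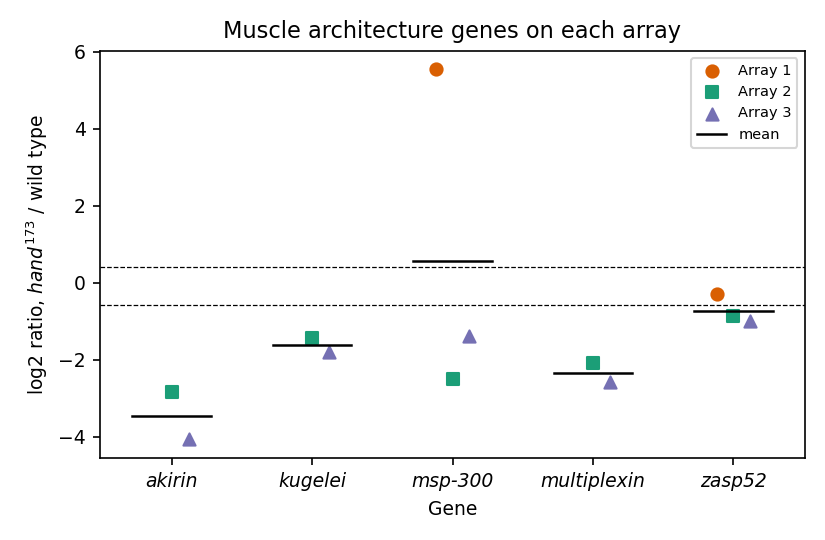
Log2 ratio of *hand* 173 over wild type on each array (symbols) and mean (bar) for *akirin*, *kugelei*, *msp-300*, *multiplexin* and *zasp52*. Dashed lines mark the thresholds of 1.33 and 0.67; the array 1 value of *msp-300*, 5.55, lies above the upper one.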

While Akirin represents a critical cofactor of the key *Drosophila* mesoderm and muscle transcription factor Twist [36], Kugelei was reported to be essential for the spatial orientation of actin bundles [37]. Msp-300 is required for proper muscle function by forming a nuclear ring structure that recruits and associates with a network of polarized astral microtubules, enabling the dynamic movement and uniform spacing between the nuclei in each muscle fiber. Disruption of this mechanism considerably impairs muscle function and larval motility [48]. With respect to Multiplexin it was recently shown that the protein is required for heart morphogenesis by controlling the direction, timing, and presumably the extent of Slit/Robo activity and signaling at the luminal membrane of cardioblasts [38]. Finally, Zasp52 is a member of the PDZ-LIM domain protein family and required for muscle attachment as well as Z-disk assembly and maintenance [39]. Noteworthy, transcription of the respective genes is not completely blocked, a finding, which further substantiates the assumption that Hand participates in transcriptional fine regulation rather than being the sole regulator of these genes. Nevertheless, the simultaneous knock-down of these factors could readily account for the disorganized myofibrillar architecture observed in *hand* mutant animals.

Moreover, the complex gene structure of *zasp52* and *msp-300* with several splice variants present (http://flybase.org/) raised the question whether Hand is also involved in regulating expression of these genes in a splice variant specific manner. At least with respect to *zasp52* our data indicate such a regulation. As depicted in Fig 2, Northern blot analysis revealed the expression of two major *zasp52* transcripts in 3^rd^ instar larvae with the larger splice variant being downregulated by 44.8% in the *hand* mutant and the smaller one being upregulated by 34.9% in the same line. An estimation of the respective molecular masses yielded that the larger transcript consists of about 4700 nucleotides, while the smaller one comprises about 3100 nucleotides (S1 Fig). According to sequence predictions (http://flybase.org/), except for isoform Q the applied riboprobes should detect all 17 remaining *zasp52* splice variants ranging in length between 951 nucleotides (splice variant P) and 7418 nucleotides (splice variant F). Apparently, only two of them are expressed in considerable amounts in 3^rd^ instar larvae (Fig 2, S1 Fig) with the corresponding size of the detected transcripts rendering it likely that the larger one represents either isoform I (4649 nucleotides), M (4790 nucleotides), or N (4637 nucleotides), while the smaller one presumably corresponds to either isoform E (3176 nucleotides), R (3002 nucleotides), S (3197 nucleotides), or U (2984 nucleotides), respectively. To unambiguously identify the respective transcript variants, clearly additional Northern blots with isoform-specific riboprobes are necessary; however, such an analysis was not the focus of the present study.

By providing evidence that the expression of distinct factors critical to muscle integrity and function is regulated by Hand, this work represents a promising starting point for future studies aiming to understand the physiology of distinct cardiac phenotypes that manifest in Hand mutant animals [24, 26]. Based on our data, further research will clarify whether or not impaired expression of the identified factors, either exclusively or in a concerted manner, is responsible for the respective phenotypes. Taking into account that Hand activity appears to be evolutionarily conserved, appreciation of Hand functionality in *Drosophila* may be highly beneficial with respect to understanding the physiological relevance of vertebrate Hand in a more complete manner.

## Supporting Information

S1 Fig Isoform specific expression of *zasp52* analyzed by Northern blot. In both, 3rd instar larvae of *hand* mutant animals (*hand* ^*173*^) as well as wild type animals (control), two major transcripts are detected. The larger one (white arrow) migrates at about 4.7 kilobases while the smaller one has a length of about 3.1 kilobases (black arrow). MWM: molecular weight marker.
(TIF) Click here for additional data file.

S1 Table Classification of genes exhibiting deviant expression levels in *hand* ^*173*^ animals. Analysis of the microarray data yielded 545 genes exhibiting an altered expression in *hand* ^*173*^ hearts, with 385 genes being downregulated in the mutant and 160 genes displaying an increased expression in the same line, compared to wild type. Classification of the corresponding protein products into functional groups was done manually utilizing data from NCBI (http://www.ncbi.nlm.nih.gov/) and Flybase (http://flybase.org/). Factors with yet unknown physiological functions are allocated to the category “assorted other”.
(XLSX) Click here for additional data file.

S2 Table qRT-PCR Primers. (DOCX) Click here for additional data file.

# Supplementary material for: The bHLH Transcription Factor Hand Regulates the Expression of Genes Critical to Heart and Muscle Function in Drosophila melanogaster
**Source:** PLoS One. 2015 Aug 7;10(8):e0134204. doi: 10.1371/journal.pone.0134204
**Supplement:** S2 Table

**Supporting Table 2**

*Primers used for qRT-PCR*

How the deposited data were processed for this re-analysis (not part of the article)

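Transcript levels in larval hearts of *hand* 173 and w1118 animals were compared on 3 spotted 2-colour arrays. RNA from more than 100 heart tubes per genotype formed 1 pool, and all arrays were hybridized with the same pair of pools. The authors processed the scans in GenePix and Acuity and deposited log2 ratios of *hand* 173 over wild type, 1 per gene and array. The method of normalization, the filter on spots and the combination of spots of 1 gene are not named in the paper's text. The deposited log2 values were ratios with 3 decimals times 1 factor per array, and the medians of the arrays were not at 0. Scans and spot intensities were not used here, so that signal over background is unknown.

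The values were read as log2 and used as deposited. Following the paper, a gene was scored with a ratio over 1.33, or under 0.67, on at least 2 of the 3 arrays. No significance test entered this scoring, since 1 RNA pool per genotype leaves no replicate of the condition. The counts were set beside the S1 Table and Table 1 by CG number, with *msp-300* found under a number that the RefSeq annotation assigns to the same gene. Genes named in the text are those the paper names and, among genes past the threshold in the same direction on all 3 arrays, the 5 with the largest mean increase and the 5 with the largest mean decrease. Other genes named are members of the fat body list, further numbers of *Msp300*, or genes said to be named because of their values. Symbols came from RefSeq (Release 6 plus ISO1 MT assembly). Of the 7498 numbers in the table, 413 were not found there, and 148 of these are larger than any current CG number.

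Alternatives set before the data were examined were to require all 3 arrays, to use the mean ratio over the arrays, a 2-fold threshold, a threshold symmetric on the log scale, centring, centring with scaling, genes with 3 values only, leaving out each array in turn, limma with the arrays taken as independent, and other log bases. An upward threshold of 1.5, the exclusion of genes with 1 array past the opposite threshold together with that upward threshold, the removal of the factor of each array, limma on centred arrays and shuffling among genes with values on the same arrays were added after the values had been seen. The factor was searched between ratios of at least 0.1, and the largest of up to 10 multiples that fitted was kept.

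Scored genes were counted again in 1000 shuffles of the values within each array. The second chromosome, which carries *hand*, was set against the other chromosomes, and 8 lists of marker genes, written before the values were seen, were compared with 10000 random lists matched on the number of arrays with a value. The lists covered fat body, body wall and visceral muscle, midgut digestive enzymes, hemocytes, pericardial nephrocytes, effectors of the Toll and Imd pathways, heat shock genes and testis. Dye bias from uridine content and length bias of the amplification were not analysed here, since no transcript sequences were used.

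The steps were tested on simulated data. Of 200 genes changed by 3 on the log2 scale among 2517 genes, limma recovered 79% at the fitted spread between arrays, with 6 false calls. The factor search found ratios with 3 decimals whole in 100.0% of 1500 simulated values, against 5.67% where none were built in. In simulated arrays without changed genes, 13 genes were scored as downregulated and shuffles gave a mean of 16.7. With 200 of 7498 genes lowered, 211 were scored, against a mean of 59.3 in shuffles. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used, with R 4.3.3 and limma 3.58.1.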

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

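The tests of how the S1 Table was limited, and of noise for each direction by itself, were chosen after the result was seen. The test of noise for both directions together was set before.

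The array values held 132 genes scored as downregulated that the S1 Table does not list. They drew attention because the paper does not report on them. Noise that is independent between arrays was tested by shuffling values within each array. In 1000 shuffles over all genes of an array, a mean of 241.4 genes (197 to 282) were scored as downregulated, against 516 in the arrays. Shuffles among genes with values on the same arrays gave 249 to 311, so noise of this kind alone is argued against for the downregulated genes as a whole, but not for each of the 132. Of the 132 genes, 111 lay over 1.5-fold on the remaining array. Of all 117 genes scored as downregulated with an array over 1.5-fold, the S1 Table lists 6 as downregulated, whereas it lists so 377 of the 399 without such an array. A candidate explanation is that genes with opposite ratios were left out of the S1 Table. Its counterpart was not seen among the upregulated genes, where 15 of the 23 with 1 array under 0.67 are listed. Of the 13 unlisted genes without an array over 1.33-fold, 8 carry a number larger than any current CG number, and the S1 Table lists no gene with such a number. A response of these genes to the loss of Hand stays open and was not tested.

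Likewise, 85 genes scored as upregulated are not in the S1 Table. Of these, 75 did not pass 1.5-fold on 2 arrays and 10 did, 5 of the latter with a number larger than any current CG number. All 159 listed genes that met the rule passed 1.5-fold on 2 arrays, so that an upward limit of 1.5-fold behind the S1 Table may account for most of the unlisted genes. Noise stays open for the upregulated genes. Shuffles over all genes of an array scored a mean of 286.2 genes as upregulated (247 to 329), more than the 244 in the arrays, and shuffles among genes with values on the same arrays scored a mean of 219.2 (198 to 241). The results of both kinds of shuffle lie on either side of the number in the arrays, so that for the genes scored with the values as deposited noise cannot be told apart from a change in *hand* 173 hearts. On arrays centred on their medians, 298 genes were scored as upregulated, above every shuffle over all genes of an array (mean 247.9, 206 to 291) and among genes with values on the same arrays (173 to 239). This argues against noise as the only source of the genes scored on centred arrays, which include 94 of the 244. No biological explanation was tested.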

How the results depend on the processing

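The settings with an upward threshold of 1.5, with that threshold and without genes past the opposite one, with the factor of each array removed, and with limma on centred arrays were chosen after the values were seen. All others were set before the data were examined. A symmetric threshold changed none of the counts by more than 1.5 times. The alternative that scores a gene by any of its spots was not run, since each CG or CR number has 1 row of values. The 294 numbers that share a current gene with another number were scored one by one. Each log2 ratio compares both genotypes within 1 array, so that limma of the ratios against 0 is a paired test.

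Requiring all 3 arrays left 10 downregulated and 5 upregulated genes, 10 and 4 of them in the S1 Table, and 0 of the Table 1 genes. Fewer genes can pass this rule, as 466 genes had 3 values. Among genes with 3 values, the rule of 2 arrays scored 211 as downregulated and 149 as upregulated, a quotient of 1.42, with 88 and 101 of the S1 Table genes and 19 of the Table 1 genes. With the mean ratio over the arrays, 674 genes were up against 666 down, and the quotient fell below 1, to 0.988. The cause was not tested. At 2-fold, 46 genes were up, 44 of them in the S1 Table, and the quotient was 9.22. limma with the arrays taken as independent scored 136 genes as down and 8 as up, a quotient of 17.0, with 133 and 4 of the S1 Table genes and 12 of the Table 1 genes. At an unadjusted p threshold of 0.05 it gave 299 genes down and 38 up. limma on centred arrays scored 148 genes as down and 0 as up (453 and 71 at an unadjusted p threshold of 0.05), with 144 and 0 of the S1 Table genes and 16 of the Table 1 genes.

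With each array centred on its median, which moved the arrays by their medians of 0.97, 0.38 and -0.56, 66 of the S1 Table upregulated genes met the rule, and 64 did with scaling added, against 159. The S1 Table downregulated genes that met it numbered 354 in both settings. The quotient was 1.85 and 1.92, and the 41 Table 1 genes all passed. The loss follows from the construction, since the upregulated genes rest mainly on arrays 1 and 2, whose medians lie above 0. With the factor of each array removed, 1173 genes were up and 414 down, a quotient of 0.353. The medians of arrays 1, 2 and 3 then lay at 1.07, 0.48 and 0.57, all above 0, so that the excess of increases follows largely from the construction. Read as natural logarithms, the values gave a quotient of 1.74. Read as log10, they gave 460 upregulated genes, a quotient of 1.43 and a median relative level of 0.0125 for the S1 Table downregulated genes. With an upward threshold of 1.5 the quotient was 3.05. With this threshold and without genes that had an array past the opposite one, 152 genes were up and 399 down, a quotient of 2.62.

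Leaving out each array in turn gave 12 to 501 downregulated genes and 39 to 174 upregulated genes, and a quotient of 0.0690 to 12.8. It was 12.8 without array 1, 0.561 without array 2 and 0.0690 without array 3. These counts rest on the values as deposited, with different levels of the arrays. On centred arrays, more genes were down than up in each pair, with 513 against 233 on arrays 2 and 3, 106 against 58 on arrays 1 and 3, and 82 against 19 on arrays 1 and 2. The S1 Table genes that met the rule ranged from 12 to 369 for downregulated and from 19 to 122 for upregulated genes, and the Table 1 genes from 2 to 37. The median relative level of the S1 Table downregulated genes ranged from 0.238 to 0.354. Of the named genes, the mean log2 ratio of *msp-300* (CG18251) was 0.56 and ranged from -1.93 without array 1 to 2.09 without array 2, a change of sign, and no other scored named gene changed sign in any of the settings run. Background signal was not used here, so that its effect on low ratios is unknown.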

Differences from the paper's values

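The paper's number of upregulated genes is 160, and the rule as stated gave 244 from the array values. Of the alternatives set before the data were examined, the counts among genes with 3 values (149) and without array 3 (174) lie within 1.5 times of the paper's. All 3 arrays (5), the mean ratio (674), 2-fold (46), the symmetric threshold (244), centring (298), centring with scaling (278), limma (8), natural logarithms (325), log10 (460), and leaving out array 1 (39) or array 2 (41) do not. An upward threshold of 1.5, chosen after the values were seen, gave 169 genes and dropped none of the 159 listed genes that met the rule. Leaving out, with it, genes with an array past the opposite threshold gave 152 genes, was chosen after the values were seen, and dropped 15 of these and 6 of the listed downregulated genes.

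The S1 Table lists CG1506 (*Ac3*) as upregulated, and its log2 ratios were -0.10, -1.39 and -2.29. The paper lists *msp-300* as downregulated. Its values met that rule on arrays 2 and 3, and its mean over the 3 arrays was 0.56 because of array 1. For functional categories the paper's numbers are 80 for transcriptional regulation and 19 for cytoskeletal interaction, and the S1 Table has 79 and 20 rows.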

Other observations

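The tests of the second chromosome, of fat body, of an offset behind the larger number of downregulated genes and of noise in both directions were set before the values were seen. The tests of array 1, of the S1 Table upregulated genes under centring and of arrays with their factors removed were chosen afterwards.

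On arrays 2 and 3 the sizes of decreases went together, and those of increases did not. Among genes below the median on both, Spearman's rho across genes was 0.76 (770 genes), and among genes above it on both, 0.04 (720 genes). Of 501 genes under 0.67 on arrays 2 and 3, 209 had a value on array 1. The medians of these genes, relative to the median of each array, were -0.24 on array 1, -1.98 on array 2 and -1.77 on array 3. On array 1, 62.2% of them were below the array's median (exact 95% binomial interval 55.3% to 68.8%), against 47.9% of the other 257 genes with 3 values (41.6% to 54.2%). With the values as deposited, 4.79% of them and 2.33% of the others were under 0.67 on array 1, whose median lies at 0.97, while 64.6% of them and 83.3% of the others were over 1.33. Relative to that median, the shares under 0.67 were 34.9% and 16.3%. The shift argues against a cause that acts on arrays 2 and 3 and not on array 1 as the whole source of the shared decreases. Why the decreases were smaller on array 1 stays open, since 1372 genes had a value there and the filter on spots is unknown. Without a dye swap, a bias of single probes toward 1 dye, which was not tested, also stays open.

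Shuffled arrays scored a mean of 527.6 genes in either direction (468 to 578), against 760 in the arrays, which argues against noise independent between arrays as the source of the scored genes as a whole. An offset of the arrays from 0 was tested as the source of the excess of downregulated genes. With the medians at 0 the quotient was 1.85, still above 1, whereas with the factor of each array removed, which also shifts each array by a constant, it was 0.353. Removal of the factors left all medians above 0, so that this setting favours increases by construction. Which level of an array stands for no change is not known from the values, so that an offset and a larger number of decreases in *hand* 173 hearts cannot be told apart. Of the S1 Table upregulated genes, 66 met the rule after centring. These genes had been chosen for high values on uncentred arrays, so that a part of the loss follows from the choice, and an offset cannot be told apart from a change in *hand* 173 hearts.

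A difference between the second chromosomes of the *hand* 173 line and w1118 was tested. Of 943 genes with at least 2 values on the second chromosome, 30.8% were scored (exact 95% binomial interval 27.8% to 33.8%), and of 1377 genes on the X and the third chromosome, 30.1%. Among the 50 genes to each side of *hand*, 6 of 24 such genes were scored. These shares argue against differences on the second chromosome that act on its own genes as the source of most scored genes. Differences that act on genes of all chromosomes, or that lie on other chromosomes, need not change these shares and stay open.

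Fat body carried over with the hearts in different amounts was tested as a source of the downregulated genes. The 6 of 10 listed fat body genes with a value had a median of 0.38 on centred arrays, higher than in 90.7% of random lists, and 5 of them lay above the array medians. The exception was *Lsp1alpha* (CG2559), with log2 ratios of 1.36, -3.30 and -3.61. *Lsp2* (CG6806) had 0.49 and *Lsp1beta* (CG4178) -0.53 on array 3 only, and *apolpp* (CG11064) had 1.16 on array 2 only. *Lsp1gamma* (CG6821) had 1.45 and -0.20 on arrays 1 and 3, and *Fbp1* (CG17285) had 1.10 and 0.91 on arrays 1 and 2. Less fat body in the *hand* 173 pool would lower these abundant transcripts together, which was not seen over the list. On array 3, *Lsp1beta*, *Lsp1gamma* and *Lsp2* lay above the array's median. Only *Lsp1alpha* had values on both arrays 2 and 3, on which most scored decreases rest, and it was lowered on both. The list therefore cannot decide whether fat body contributed to the decreases shared by these arrays. The median of the list was also above 0 with the values as deposited, with scaling and with the factors removed. The medians of the other lists and their percentiles among random lists were 0.43 and 96.4 for body wall and visceral muscle, 0.48 and 95.8 for testis, 0.44 and 86.0 for pericardial nephrocytes, 0.25 and 76.5 for midgut digestive enzymes, 0.15 and 67.6 for heat shock genes, -0.04 and 41.2 for Toll and Imd effectors, and -0.22 and 33.0 for hemocytes. With the values as deposited, the medians of the muscle, nephrocyte and heat shock lists lay below 0, at -0.06, -0.11 and -0.02, and with the factors removed those of the Toll and Imd and hemocyte lists lay above 0, at 0.71 and 0.35. Between 5 and 13 genes of a list had a value, and no gene was in more than 1 list. The S1 Table lists 2 Toll and Imd effectors and 1 gene each of the fat body, hemocyte and midgut lists. How many of the listed genes the heart itself expresses was not analysed here.

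*hedgehog* (CG4637) had log2 ratios of 0.97 on array 2 and -0.40 on array 3, and *mef2* (CG1429) had 0.23 on array 3. The median of the mean relative level was 0.325 for the 17 downregulated Table 1 genes that are also in Table 2. It was 0.299 for the 22 that are not, and no test was made. The medians of the same groups were 0.372 and 0.289 on array 2, and in the opposite order on array 3, with 0.168 and 0.194.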
